A study of Mus musculus with 24 samples.

How the data were processed

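The samples are left lung lobes of 24 individual male mice, 3 in each of 8 groups: OuJ and HeJ in air and after 6, 24 or 48 h of ozone. Per the labels' protocols, total RNA was extracted with TRIZOL and RNeasy, 7.5 µg of it was turned into biotin-labelled cRNA, and each RNA was hybridized to an Affymetrix Mouse 430A 2.0 array. The labels number the mice of a group as biological replicates, so no technical replicates were merged. Groups were taken from the labels alone, and the stated aim of the series is to follow how lung transcripts respond to ozone when Tlr4 is deficient.

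The deposited values are signal intensity values of 22690 probe sets on a linear scale, made by the authors with GCOS 1.4 and scaled to a common trimmed mean, per the submitters' processing notes. The algorithm settings of that software are not given in the sources used here. The scaling was checked on the table: the mean of each array after trimming 2% from each tail lay between 500.14 and 500.17, a difference of 0.00446%. Values ran from 0 to 46857.3. The deposited table has no detection calls among its values, so probe sets could not be removed for absence, and the raw image files were not used. Every column of the table belongs to a labelled sample.

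From these intensities log2(intensity + 16) was computed. Probe sets above the median of all values (218.3) in at least 3 of the 24 arrays were kept, 12866 in all, of which 1023 had no single gene name. Of the 22690 probe sets 64 are controls, 20393 carry 1 symbol, 691 several and 1606 none; 20364 of the symbols matched the RefSeq gene table of the organism, and 0 were updated. Of the 11843 kept probe sets with 1 symbol, the one with the highest mean was taken for each gene, which left 8008 genes, 2645 of them with several kept probe sets. For some genes these differ in sign: at 48 h in OuJ the 4 probe sets of Hspa8 changed by -0.30 to 1.70, and Ighm, whose probe sets also differ in sign, is not named in the report but counts as a member of the B cell list.

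A linear model with 1 mean per group was fitted to all 24 arrays with limma 3.58.1 in R 4.3.3 (files were read with the package data.table, version 1.17.8), with moderated variances that follow an intensity trend. From it 14 comparisons were drawn: each ozone time against air in each strain, the strain difference of these changes at each time, 48 against 24 h in each strain and its strain difference, the strains in air, and the strains averaged over the 4 exposures. The comparisons of a strain with air share the same 3 air arrays. P-values are two-sided, adjusted by the Benjamini-Hochberg method within each comparison over all genes tested, and a gene passed at an adjusted p under 0.05. Exact permutation tests were used for the 5' to 3' ratios; with 6 arrays against 6 they can give no p under 0.00216, and with 3 against 3 none under 0.1, which is why single genes were tested with limma's pooled variances.

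A set of 30 gene lists was written before the data were examined, with 572 members of which 406 were measured: neutrophil, macrophage, B cell, T and NK cell, alveolar type 1 and type 2, club, mucous, ciliated, endothelial, smooth muscle, cardiac, red cell and adipose markers, fibroblast and matrix genes, cytokines, TLR4 and NF-kB signalling, acute phase, NRF2, metallothioneins, heat shock proteins, unfolded protein response, immediate early genes, p53 targets, cell cycle, interferon response, MHC class II presentation, clock genes, glucocorticoid-responsive genes and cholesterol synthesis. They were written from general knowledge of the tissue and of responses to oxidant injury, not from these arrays. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 30 lists of a comparison, and again with the correlation estimated from the data and with limma's fry.

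The genes that the report names follow a rule also set before the data were examined. For ozone against air they are the 6 largest rises and 6 largest falls among the genes that passed and whose 3 exposed arrays all lay beyond the 3 air arrays. For each list they are up to 4 members that passed, or up to 3 if none did, and for the other comparisons up to 8 per direction, or 5 if none passed, in each case those with the smallest p. Tlr4, Hspa1a, Hspa1b and Marco are always named, and a gene named under 1 comparison may be given in any other. The grouping, the model, the filters and the alternatives listed next, apart from the last pair, were likewise fixed before the data were examined.

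The alternatives were quantile normalization, median centring, pseudocounts of 1 and 64, no filter, a filter on the mean, the mean of the probe sets of a gene, all probe sets, no intensity trend, a fit on only the groups compared, the replicate number as a block, leaving out the 4 arrays whose codes carry a suffix, array weights, fits within each of the 3 code series, and leaving out each array in turn. Chosen after the data were seen were the log2 5' to 3' ratio of the Gapdh control probe sets as a covariate, for the clock genes also without HeJ 24 h replicate 1, and the running of all gene alternatives on the lists. Each comparison was also rerun on other splits of the same arrays, all 10 where 3 arrays face 3 and otherwise 100 drawn ones.

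The procedure was tested on simulated data with known changes in 200 of 8008 genes. In a simulated comparison of OuJ at 24 h with air, changes of 0.5, 1 and 2 on the log2 scale were recovered for 40.3%, 95.5% and 100% of the genes, with 10 false calls. In a simulated strain difference at 24 h the shares were 13.4%, 71.6% and 93.9%, with 7 false calls, so that small differences between the strains are mostly missed. With no simulated change 0 genes passed in HeJ at 24 h by limma. Of simulated lists of 15 members 20 of 20 moved lists and 0 of 100 unmoved lists passed camera, and 1 of the 100 had an unadjusted p under 0.05. All 20 moved lists also passed with an estimated correlation, whereas 131 of 163 real list calls were lost with it. The simulated lists therefore do not show how often real lists pass falsely.

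The 72 h of ozone that the labels mention have no samples here and were not analysed here. Probe sets with several symbols or none stayed out of the gene tests, and their number past the threshold is given after the report. Controls were used only for the 5' to 3' ratios.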

Results

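Gene expression was measured in the left lung lobe of 24 individual male mice of the related strains C3H/HeOuJ (OuJ), which has a sufficient Tlr4, and C3H/HeJ (HeJ), whose Tlr4, the receptor for bacterial lipopolysaccharide, is dominant negative. The mice breathed air or were exposed to ozone, an oxidant gas that injures the airways, for 6, 24 or 48 hours, with 3 mice in each of the 8 groups and 1 Affymetrix array per mouse. The ozone concentration is not given in the sources used here, and the 72 hours that the labels also mention were not analysed here. Median signals of the 24 arrays ranged from 200.1 to 229.3, 8.69% to 11.7% of the probe sets of an array lay below a signal of 16, and 8008 genes were tested. Arrays of a group correlated with each other at a Pearson r between 0.955 and 0.980, across probe sets, which are not independent replicates. The number of arrays limits the precision of every value. Changes below are differences of log2(signal + 16) ± SE with 3 arrays per group, and adjusted p-values of genes come from limma and those of gene lists from limma's camera test. For genes with low signals this scale understates the change. Where a list lost its call with an inter-gene correlation estimated from the data, that p-value stands beside the first.

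The sample codes in the labels fall into 3 series, and this bears on every comparison below. Code series 3 holds the air and 6 h arrays of both strains, series 10 the 24 and 48 h arrays of OuJ and series 13 the 24 and 48 h arrays of HeJ. The 24 and 48 h groups can therefore not be told apart from a difference between code series in any comparison with air. The ratio of 5' to 3' control probe sets, a sign of RNA quality, differed between the strains: for Gapdh it was 0.866 ± 0.0633 in OuJ and 0.599 ± 0.0710 in HeJ (SD, n = 6) among the arrays of series 3 (two-sided exact permutation p = 0.00216, the smallest this design allows, and 0.00433 after Benjamini-Hochberg adjustment over 4 tests). For actin the ratios were 0.847 ± 0.0564 and 0.663 ± 0.0489 there (SD, n = 6), with the same exact p = 0.00216 and adjusted value. Among the 24 and 48 h arrays the Gapdh ratio was 0.872 ± 0.0929 in OuJ and 0.673 ± 0.151 in HeJ (SD, n = 6, exact permutation p = 0.0195, adjusted 0.0195), and the actin ratio 0.885 ± 0.0460 and 0.713 ± 0.0812 (SD, n = 6, exact permutation p = 0.00433, adjusted 0.00577). Within HeJ the Gapdh ratio was 0.558 ± 0.0565 in air, 0.753 ± 0.174 at 24 h and 0.593 ± 0.0878 at 48 h, and the actin ratio 0.649 ± 0.0681, 0.765 ± 0.0779 and 0.661 ± 0.0486 (SD, n = 3). These ratios therefore moved along with the comparisons of 24 h with air and of 48 with 24 h in HeJ.

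**Figure D1:**
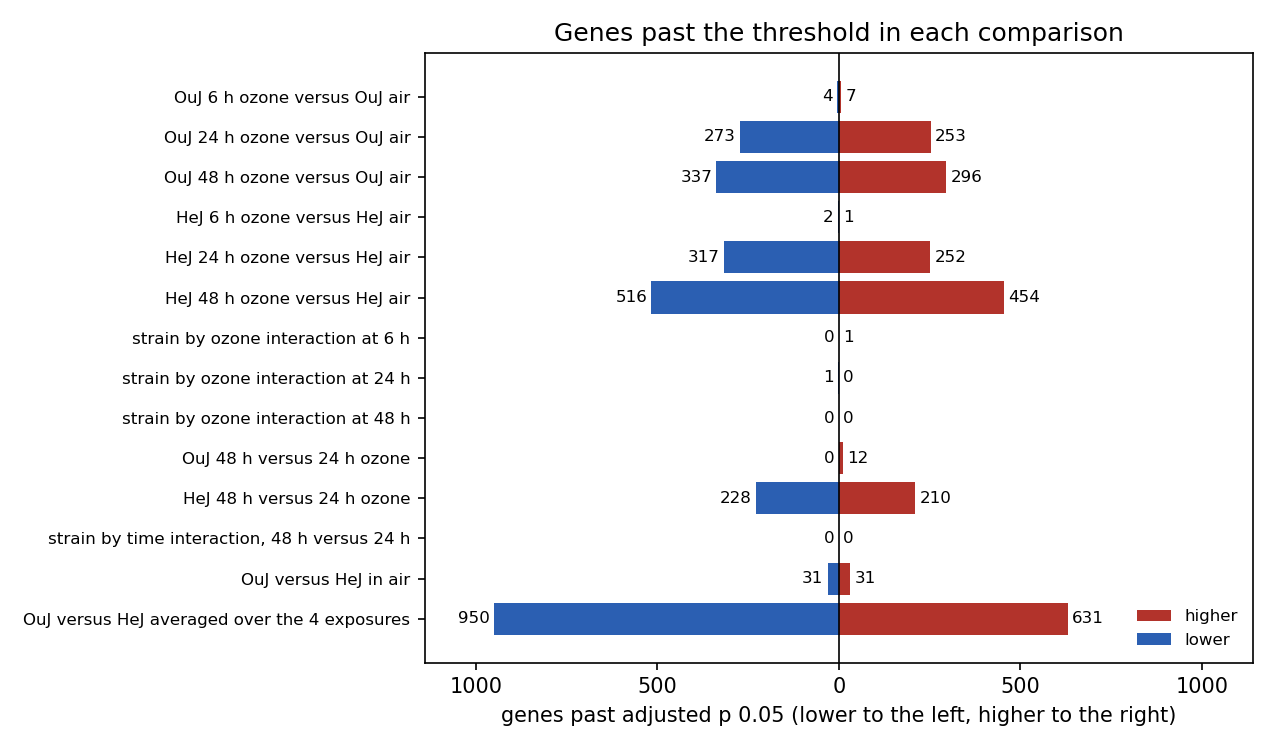
Number of genes higher and lower at each ozone time relative to air in OuJ and HeJ lungs, out of 8008 genes tested with limma. Few genes passed at 6 h (11 in OuJ, 3 in HeJ) and more at 24 h (526 and 569) and 48 h (633 and 970).

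Each ozone time was compared with air within each strain, which asks how the lung responds in the strain with and the strain without a working Tlr4. After 6 h of ozone, OuJ lungs had higher transcript levels of metallothioneins, of the enzyme that opens glutathione synthesis and of glucocorticoid-responsive genes. Mt2, a metal-binding stress protein, went from a signal of 929 ± 109 in air to 3276 ± 745 (SD, n = 3), a rise of 1.78 ± 0.21, adjusted p = 9.07e-05. Npr3, the clearance receptor of natriuretic peptides, rose by 1.85 ± 0.22, adjusted p = 9.07e-05, and Gclc, the catalytic subunit of glutamate-cysteine ligase, by 1.38 ± 0.22, adjusted p = 0.00289. Mt1 (1.25 ± 0.19), the receptor kinase inhibitor Errfi1 (1.08 ± 0.20), the cytoskeletal linker Dst (0.79 ± 0.13) and haptoglobin Hp (0.47 ± 0.08) also rose. The G protein signalling regulator Rgs2 (-0.91 ± 0.14), the leukocyte protein Plac8 (-0.88 ± 0.17), the interferon-inducible GTPase Gbp2b (-0.79 ± 0.15) and the haematopoietic cofactor Lmo2 (-0.72 ± 0.15) fell. These 11 genes, 7 higher and 4 lower, are all that passed. Of the glucocorticoid-responsive genes, 2 of 17 measured members rose over all genes tested and 14 adjusted over the list alone, with a list median of 1.08 (adjusted p = 1.01e-23). The acute phase list (1 of 15 rose, 6 adjusted over the list alone, median 0.35, adjusted p = 3.32e-08) moved up as well. So did the NRF2 and antioxidant list (1 of 21 rose, 3 adjusted over the list alone, median 0.16, adjusted p = 3.6e-06). Interferon response genes moved down (0 of 19 fell over all genes and 5 adjusted over the list alone, median -0.26, adjusted p = 7.75e-06; adjusted p = 0.0902 with an estimated correlation). B cell markers did too (0 of 10, 5 adjusted over the list alone, median -0.48, adjusted p = 0.000414; adjusted p = 0.231 with an estimated correlation). Lists of other cell types moved up: alveolar type 2 (median 0.21, adjusted p = 4.09e-06; adjusted p = 0.0705 with an estimated correlation), alveolar type 1 (0.21, adjusted p = 0.000648; adjusted p = 0.0705 with an estimated correlation), club cell (0.20, adjusted p = 0.000397; adjusted p = 0.118 with an estimated correlation), matrix (0.10, adjusted p = 0.00573; adjusted p = 0.162 with an estimated correlation) and smooth muscle (0.25, adjusted p = 0.0423; adjusted p = 0.367 with an estimated correlation). Quantile normalization ended all 5 calls, with medians of 0.09, 0.08, 0.03, 0.07 and 0.26 in the same order. In the list of metallothioneins and metal transport the median (-0.02) and the mean (0.26) differed in sign, since only Mt1 and Mt2 of its 10 members rose. Heat shock proteins did not pass at this time (median 0.01 over 21 members, adjusted p = 0.68).

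The count of 11 at 6 h in OuJ depended on single arrays. It was 3 without OuJ 6 h replicate 1, 5 without OuJ 6 h replicate 3, 6 without OuJ air replicate 2 and 128 without OuJ 6 h replicate 2. Of the 11 genes Mt2, Npr3 and Gclc passed in every alternative run. Median centring of the arrays gave 38 genes, 34 higher and 4 lower. Both groups lie in code series 3, and a fit on that series alone gave 6 genes.

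In HeJ lungs, 3 genes passed after 6 h. Wdr36, a ribosome biogenesis factor, rose by 2.02 ± 0.36, adjusted p = 0.0445. The signalling ligand Wnt3a (-0.82 ± 0.14, adjusted p = 0.0392) and the collagen-binding proteoglycan Lum (-0.78 ± 0.14, adjusted p = 0.0445) fell. Mt2 differed from air by 0.72 ± 0.21, adjusted p = 0.295, and did not pass. Neither did Osgin1, an oxidative stress response gene (0.95 ± 0.22, adjusted p = 0.201), nor Tsc22d3, a glucocorticoid-induced leucine zipper protein (1.10 ± 0.28, adjusted p = 0.21). The glucocorticoid-responsive list moved up (median 0.71, 0 of 17 members over all genes and 12 adjusted over the list alone, adjusted p = 7.58e-15; adjusted p = 0.193 with an estimated correlation). Its median was 0.42 without HeJ 6 h replicate 3 and 1.07 without replicate 1, since the HeJ 6 h arrays had list means of 9.68, 10.33 and 11.14 against 9.58 to 9.72 in air. The immediate early genes did too (median 0.34, 0 of 17, adjusted p = 0.000149; adjusted p = 0.193 with an estimated correlation). The list of cell cycle and DNA replication moved down (median -0.36, 0 of 24 members, adjusted p = 5.71e-06; adjusted p = 0.193 with an estimated correlation). MHC class II presentation was also lower (median -0.32, 0 of 9, adjusted p = 0.0013; adjusted p = 0.193 with an estimated correlation). None of the 11 lists that passed in HeJ at 6 h held with an estimated correlation. The count of 3 was 0 without HeJ air replicate 1, HeJ 6 h replicate 2 or HeJ 6 h replicate 3, 1 without HeJ air replicate 2 or 3, and 59 without HeJ 6 h replicate 1. None of the 3 genes passed in all of these runs. At an unadjusted p under 0.05 limma gave 723 genes in HeJ and 838 in OuJ.

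After 24 h of ozone, OuJ lungs had higher levels of heat shock and acute phase transcripts and lower levels of lymphocyte and interferon-responsive transcripts than OuJ lungs in air. Hsph1, a nucleotide exchange factor of the Hsp70 chaperones, went from a signal of 359 ± 51.8 to 4875 ± 4783 (SD, n = 3) and rose by 3.28 ± 0.39, adjusted p = 1.69e-05. The acute phase apolipoprotein Saa3 rose by 2.73 ± 0.30, adjusted p = 8e-06, and the metalloproteinase inhibitor Timp1 by 2.47 ± 0.20, adjusted p = 1.15e-07. The neutrophil chemokine Cxcl5 rose by 2.93 ± 0.53, adjusted p = 0.00116, from a signal of only 3.67 ± 2.48 in air (SD, n = 3). Lower than in air were the immunoglobulin segment Ighv14-2 (-2.75 ± 0.35, adjusted p = 4.18e-05) and the B cell receptor subunit Cd79a (-1.78 ± 0.23, adjusted p = 4.43e-05). So were the cytotoxic granule protease Gzma (-1.71 ± 0.30, adjusted p = 0.000979) and S100a9, a calprotectin subunit abundant in neutrophils (-2.01 ± 0.30, adjusted p = 0.000218). The inducible Hsp70 genes Hspa1a (3.49 ± 0.63) and Hspa1b (3.56 ± 0.62) rose too. They are near-identical copies, so their separate values are uncertain, and as the study's authors are known to have followed them up from these samples, they are not independent evidence.

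Of the heat shock proteins and chaperones, 19 of 21 measured members rose at 24 h in OuJ (20 adjusted over the list alone, median 1.14, adjusted p = 1.89e-25). Among them were the cofactors Dnaja1 (1.97 ± 0.28) and Dnajb1 (2.17 ± 0.33). This list includes Hspa1a and Hspa1b. Acute phase and secreted defence genes rose in 11 of 15 cases (15 adjusted over the list alone, median 1.12, adjusted p = 2.39e-24). They included Itih4 (1.34 ± 0.13) and Hp (0.70 ± 0.08). Among cytokines and chemokines 5 of 8 rose (list median 1.16, adjusted p = 5.71e-05, and -0.06 with adjusted p = 0.082 over the 5 members left by a filter on the mean signal). Ccl17, a ligand of Ccr4 on T cells, was at 1.41 ± 0.18 and the alarmin Il33 at 0.91 ± 0.19. NRF2 and antioxidant genes rose in 8 of 21 cases (median 0.29, adjusted p = 1.48e-07), with Gclc at 1.74 ± 0.22 and Osgin1 at 1.42 ± 0.22. The unfolded protein response rose in 8 of 21 (median 0.37, adjusted p = 1.92e-09), with the endoplasmic reticulum chaperone Hspa5 at 0.88 ± 0.13. Mt2 (2.25 ± 0.21) and Mt1 (1.27 ± 0.19) rose and the iron exporter Slc40a1 fell (-0.75 ± 0.16). Their list of 10 gave adjusted p = 0.0244 and adjusted p = 0.0643 with an estimated correlation. It also lost its call after quantile normalization (adjusted p = 0.0595) and without OuJ 24 h replicate 1 (adjusted p = 0.0704). Of the glucocorticoid-responsive genes 9 of 17 rose (median 0.95, adjusted p = 4.4e-11; adjusted p = 0.0831 with an estimated correlation), including the transcription factor Zbtb16 (1.97 ± 0.47).

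B cell markers fell in 8 of 10 cases at 24 h in OuJ (median -1.51, adjusted p = 1.5e-11), with Cd79b at -1.78 ± 0.25 and Ms4a1, the CD20 antigen, at -1.66 ± 0.28. T and NK cell markers fell in 7 of 10 cases (median -0.98, adjusted p = 1.63e-07), with the T cell receptor subunit Cd3g at -1.16 ± 0.20 and Nkg7 at -1.20 ± 0.22. Interferon response genes fell in 6 of 19 (12 adjusted over the list alone, median -0.53, adjusted p = 1.44e-07), including the peptide transporter Tap1 (-0.95 ± 0.15). MHC class II presentation fell in 3 of 9 (median -0.50, adjusted p = 0.000283; adjusted p = 0.0698 with an estimated correlation), including H2-DMa (-1.06 ± 0.17). Among neutrophil markers only S100a8 (-2.04 ± 0.32) and S100a9 of 8 members fell (median -0.26, adjusted p = 0.00599; adjusted p = 0.116 with an estimated correlation). Alveolar type 2 cell markers rose in 4 of 16 cases (median 0.17, adjusted p = 0.000373; adjusted p = 0.0985 with an estimated correlation), with fatty acid synthase Fasn at 0.61 ± 0.12. Club cell markers rose in 2 of 15 (median 0.17, adjusted p = 0.00055; adjusted p = 0.0975 with an estimated correlation), with the secreted resistin-like protein Retnla at 2.52 ± 0.36. Quantile normalization ended both list calls (adjusted p = 0.101 and 0.089). The endothelial list did not pass (adjusted p = 0.936) although the growth factor receptor Kdr fell (-0.72 ± 0.15). The p53 targets (adjusted p = 0.683) and the macrophage markers (adjusted p = 0.437) did not pass. Nor did the adipose markers (adjusted p = 0.653), the smooth muscle markers (adjusted p = 0.454), the ciliated cell markers (adjusted p = 0.661) or the mucous and goblet cell markers (adjusted p = 0.783).

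In all, 526 of 8008 genes passed at 24 h in OuJ, 253 higher and 273 lower, and 331 and 170 after median centring of the arrays. The count was 243 without OuJ 24 h replicate 3, whose heat shock levels were the highest, 283 without OuJ air replicate 1 and 289 without OuJ air replicate 2. Without OuJ 24 h replicate 3, Hsph1 and Saa3 still passed. Of 71 named genes that passed here, 46 did so in every alternative run. Of the 18 gene lists that passed 9 held with an estimated correlation.

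**Figure D2:**
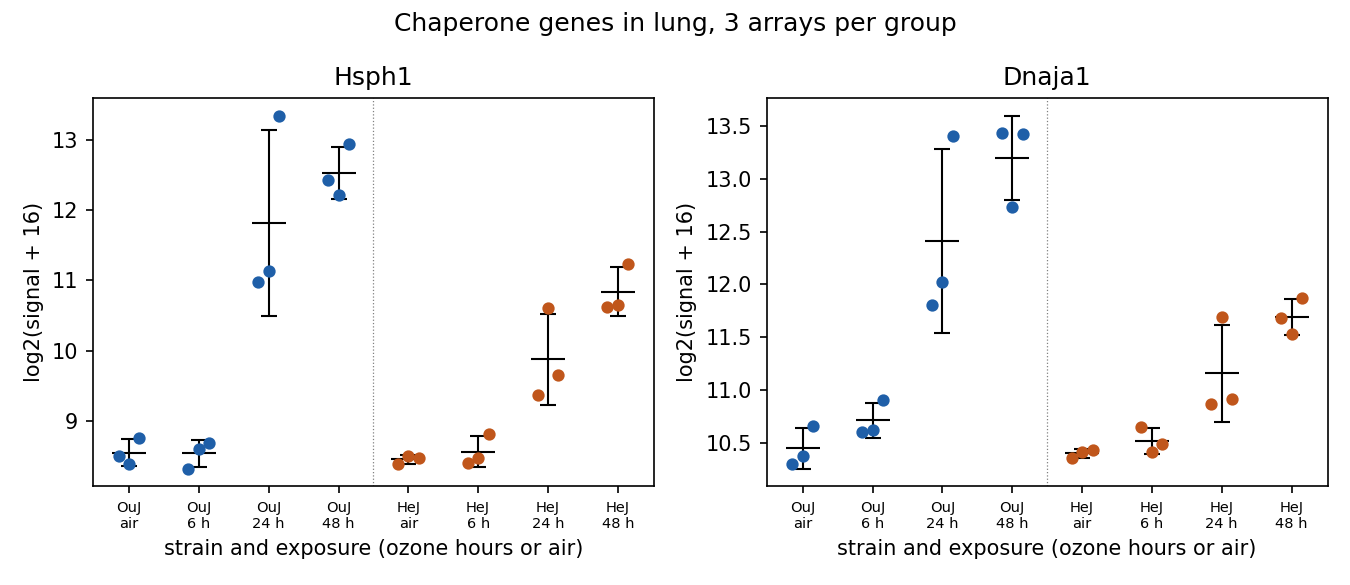
Levels of Hsph1 and Dnaja1, log2(signal + 16), in the 8 groups, where points are the 3 arrays and bars the mean ± SD. Hsph1 lay between 8.38 and 8.76 in OuJ air and between 12.22 and 12.94 after 48 h in OuJ, and between 10.62 and 11.24 after 48 h in HeJ.

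After 48 h, OuJ lungs kept high levels of heat shock transcripts and had higher levels of cell cycle transcripts than in air. Hsph1 reached a signal of 6019 ± 1614 (SD, n = 3), 3.98 ± 0.39 above air (adjusted p = 9.76e-07), and Dnaja1 rose by 2.76 ± 0.28, adjusted p = 9.76e-07. Retnla rose by 2.91 ± 0.36, adjusted p = 2.57e-05. Saa3 rose by 2.69 ± 0.30, adjusted p = 5.91e-06 and Timp1 by 2.19 ± 0.20, adjusted p = 9.76e-07. Hspa1b (4.43 ± 0.62) and Hspa1a (4.20 ± 0.63) rose too. The proliferation antigen Mki67 rose by 1.58 ± 0.27, adjusted p = 0.000756 and the ribonucleotide reductase subunit Rrm2 by 1.16 ± 0.18, adjusted p = 0.00024. Falls were seen in the homeobox gene Meis1 (-1.66 ± 0.21, adjusted p = 2.57e-05) and the T cell antigen Ms4a4b (-1.86 ± 0.30, adjusted p = 0.00036). Another was that of Cirbp, a cold-inducible RNA-binding protein (-1.45 ± 0.19, adjusted p = 6.24e-05). Marco, a scavenger receptor of alveolar macrophages that the study's authors are known to have followed up from these samples, differed by 1.34 ± 0.42, adjusted p = 0.0525 and did not pass. At 24 h it did not pass either (1.10 ± 0.42, adjusted p = 0.132).

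Among the lists at 48 h in OuJ, heat shock proteins rose in 19 of 21 cases (20 adjusted over the list alone, median 1.505, adjusted p = 9.38e-33). Cell cycle and DNA replication genes rose in 17 of 24 (20 adjusted over the list alone, median 0.72, adjusted p = 7.98e-20) and acute phase genes in 10 of 15 (median 1.06, adjusted p = 2.93e-19). The unfolded protein response rose in 11 of 21 cases (median 0.55, adjusted p = 1.47e-14), with Hspa5 at 1.34 ± 0.13 and the secreted factor Manf at 1.30 ± 0.18. Of the TLR4 and NF-kB list 4 of 17 rose (median 0.20, adjusted p = 0.00692), one of them the prostaglandin synthase Ptgs2 (1.16 ± 0.25). This list also passed at 24 h in OuJ (median 0.21, adjusted p = 0.011, and 0.056 without OuJ 24 h replicate 3) and at 48 h in HeJ (5 of 17, median 0.04, adjusted p = 0.0418; adjusted p = 0.0856 with an estimated correlation), where 7 alternatives ended the call. Tlr4 itself differed by 0.31 ± 0.17, adjusted p = 0.284 and did not pass. Of the NRF2 list 8 rose and 1 fell (median 0.30, adjusted p = 5.06e-05). Interferon response genes fell in 7 of 19 cases (median -0.47, adjusted p = 9.2e-06; adjusted p = 0.0876 with an estimated correlation), with Ifit2 at -1.09 ± 0.22. B cell markers fell in 7 of 10 (median -0.999, adjusted p = 1.25e-06; adjusted p = 0.0876 with an estimated correlation), with Cd79a at -1.17 ± 0.23. T and NK cell markers fell in 1 of 10 (6 adjusted over the list alone, median -0.62, adjusted p = 0.00175; adjusted p = 0.0967 with an estimated correlation). Endothelial markers fell in 3 of 20 cases (7 adjusted over the list alone, median -0.15, adjusted p = 0.00175; adjusted p = 0.0671 with an estimated correlation). In the circadian list the median (-0.14) and the mean (0.03) differed in sign and the list did not pass (adjusted p = 0.895). In all, 633 genes passed, 296 higher and 337 lower. The count was 286 without OuJ 48 h replicate 3 and 393, 420 and 411 without OuJ air replicate 1, 2 or 3, and 1165 with array weights. Of 75 named genes that passed 42 did so in every alternative run. Of 17 lists 6 held with an estimated correlation.

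After 24 h, HeJ lungs had higher levels of acute phase transcripts than in air. Sprr1a, a cornified envelope precursor, went from a signal of 158 ± 17.8 to 1250.4 ± 109 (SD, n = 3) and rose by 2.86 ± 0.27, adjusted p = 5.41e-07. Timp1 rose by 2.52 ± 0.20, adjusted p = 7.65e-08, and the serpin Serpina3n by 2.27 ± 0.21, adjusted p = 4.93e-07. Saa3 rose by 2.52 ± 0.30, adjusted p = 2.14e-05 and the elastic fibre protein elastin, Eln, by 1.87 ± 0.23, adjusted p = 2.38e-05. The club cell aldehyde dehydrogenase Aldh3a1 rose by 1.39 ± 0.13, adjusted p = 4.93e-07 and smooth muscle actin, Acta2, by 0.85 ± 0.15, adjusted p = 0.00173. Dbp, a transcription factor driven by the circadian clock, dropped from a signal of 2353 ± 314 to 199 ± 52.1 (SD, n = 3), a change of -3.48 ± 0.40, adjusted p = 1.16e-05. The clock gene Per3 changed by -1.45 ± 0.20, adjusted p = 0.000103.

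Acute phase genes rose in 9 of 15 cases at 24 h in HeJ (15 adjusted over the list alone, median 0.65, adjusted p = 2.36e-18). This was the only one of the 16 lists that passed to hold with an estimated correlation. Glucocorticoid-responsive genes rose in 11 of 17 cases (median 1.41, adjusted p = 2.27e-13; adjusted p = 0.0962 with an estimated correlation), with lipocalin Lcn2 at 1.41 ± 0.19 and Mt2 at 2.00 ± 0.21. Heat shock proteins rose in 3 of 21 (7 adjusted over the list alone, median 0.36, adjusted p = 1.82e-05; adjusted p = 0.349 with an estimated correlation). Hspa1b, at 2.67 ± 0.62, adjusted p = 0.00941, lost its call without HeJ 24 h replicate 2 (adjusted p = 0.0544). Matrix genes rose in 6 of 21 cases (median 0.08, adjusted p = 0.000964; adjusted p = 0.104 with an estimated correlation), with thrombospondin Thbs1 at 1.66 ± 0.23. B cell markers fell in 6 of 10 (median -1.02, adjusted p = 1.88e-07; adjusted p = 0.0962 with an estimated correlation). T and NK cell markers fell in 3 of 10 (median -0.65, adjusted p = 8.08e-05; adjusted p = 0.0771 with an estimated correlation). Among circadian clock genes 3 of 13 rose and 5 fell (median -0.57, adjusted p = 0.00153; adjusted p = 0.0771 with an estimated correlation). The clock activator Arntl, which peaks opposite to Dbp, rose by 2.42 ± 0.49, adjusted p = 0.00365, a gene for which no alternative was run at this time. Interferon response genes moved down with no member past the test over all genes (median -0.38, adjusted p = 0.000212; adjusted p = 0.13 with an estimated correlation). In all, 569 genes passed, 252 higher and 317 lower. There were 278 with the Gapdh ratio as a covariate. The count was 335, 336, 354 and 371 without HeJ 24 h replicate 1, HeJ 24 h replicate 3, HeJ air replicate 2 or HeJ air replicate 3. It was 41 without the 4 arrays whose codes carry a suffix, which leaves 1 HeJ 24 h array that is assumed to vary like the other groups. Of 61 named genes that passed 15 did so in every alternative run, among them Sprr1a, Timp1, Saa3, Eln and Dbp. The T and NK call had adjusted p = 0.0788 without those 4 arrays.

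After 48 h, HeJ lungs had higher levels of acute phase, unfolded protein response, cell cycle and sterol synthesis transcripts than in air. Saa3 went from a signal of 137 ± 39.2 to 2732 ± 375 (SD, n = 3) and rose by 4.19 ± 0.30, adjusted p = 4.83e-09. Timp1 rose by 3.06 ± 0.20, adjusted p = 1.48e-09 and Cxcl5 by 3.48 ± 0.53, adjusted p = 0.000142. The chemokine Ccl20 rose by 3.12 ± 0.64, adjusted p = 0.00249 and Hsph1 by 2.39 ± 0.39, adjusted p = 0.00039. Marco rose by 2.00 ± 0.42, adjusted p = 0.00324, from a signal of 184 ± 55.8 to 817 ± 386 (SD, n = 3). Mki67 rose by 1.53 ± 0.27, adjusted p = 0.000697. Hspa1b rose from a signal of 182 ± 45.5 to 2980.4 ± 892 (SD, n = 3, adjusted p = 0.000251), and Hspa1a rose too (2.94 ± 0.63). Cirbp fell (-1.75 ± 0.19, adjusted p = 5.18e-06), as did the immediate early nuclear receptor Nr4a1 (-1.86 ± 0.25, adjusted p = 4.35e-05) and Cd79a (-1.58 ± 0.23, adjusted p = 9.86e-05).

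**Figure D3:**
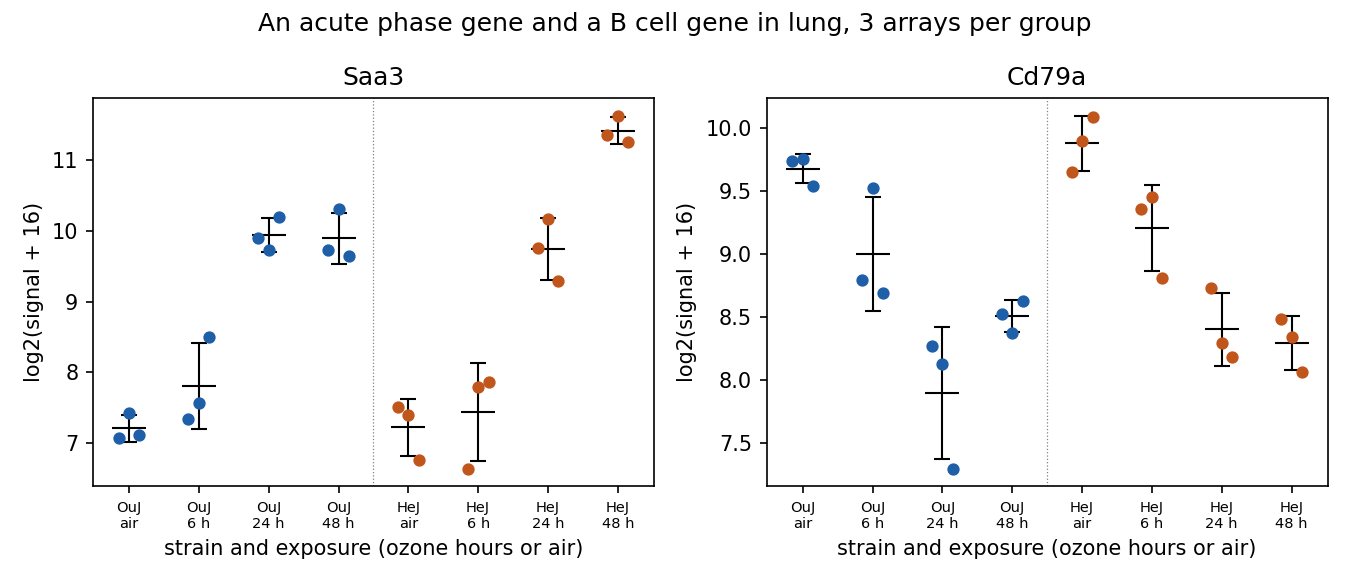
Levels of Saa3 and Cd79a, log2(signal + 16), in the 8 groups, where points are the 3 arrays and bars the mean ± SD. Saa3 lay between 6.76 and 7.51 in HeJ air and between 11.26 and 11.63 after 48 h in HeJ, and Cd79a between 9.54 and 9.75 in OuJ air and between 7.30 and 8.27 after 24 h in OuJ.

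At 48 h in HeJ, acute phase genes rose in 14 of 15 cases (median 1.31, adjusted p = 9.01e-24). Cytokines and chemokines rose in 5 of 8 (median 1.08, adjusted p = 4.65e-05, and 0.02 with adjusted p = 0.0571 over the 5 members left by a filter on the mean signal). Cell cycle and DNA replication genes rose in 14 of 24 (21 adjusted over the list alone, median 0.63, adjusted p = 3.23e-14), and heat shock proteins in 14 of 21 (18 adjusted over the list alone, median 0.92, adjusted p = 3.23e-14; adjusted p = 0.0699 with an estimated correlation). The unfolded protein response rose in 12 of 21 cases (median 0.56, adjusted p = 3.3e-10), with Manf at 1.61 ± 0.18. The NRF2 list rose in 11 of 21 with 1 lower (median 0.49, adjusted p = 3.51e-08), with thioredoxin reductase Txnrd1 at 0.80 ± 0.11. Cholesterol synthesis rose in 6 of 14 (9 adjusted over the list alone, median 0.45, adjusted p = 3.59e-06), with the sterol demethylase Cyp51 at 1.35 ± 0.20 and squalene synthase Fdft1 at 0.75 ± 0.12. Of the macrophage markers 6 of 15 rose and 1 fell (median 0.35, adjusted p = 0.000848; adjusted p = 0.0984 with an estimated correlation), with galectin Lgals3 at 0.75 ± 0.09 and the growth factor receptor Csf1r at -0.56 ± 0.11. Falls were found in 7 of 13 clock genes with 2 higher (median -0.83, adjusted p = 8.44e-05), and in 8 of 10 T and NK cell markers (median -0.87, adjusted p = 2.61e-06). B cell markers fell in 7 of 10 cases (median -0.94, adjusted p = 1.24e-06; adjusted p = 0.0699 with an estimated correlation). Endothelial markers fell in 6 of 20 (median -0.26, adjusted p = 0.000278), with the receptors Tie1 at -0.69 ± 0.13 and Tek at -0.63 ± 0.12. Red cell and erythroid markers fell in 3 of 4 cases (median -1.02, adjusted p = 0.000463; adjusted p = 0.0856 with an estimated correlation), including the globin Hbb-b2 (-1.03 ± 0.19). In the cardiac and skeletal muscle list (median -0.39, adjusted p = 0.0176; adjusted p = 0.549 with an estimated correlation) 1 of 15 fell. That call was lost without HeJ air replicate 2 (adjusted p = 0.0636) or HeJ 48 h replicate 2 (adjusted p = 0.121). The glucocorticoid-responsive list did not pass (adjusted p = 0.15). Neither did the alveolar type 1 cell markers (adjusted p = 0.0578). In all, 970 genes passed, 454 higher and 516 lower, and 475 and 365 after median centring of the arrays. The count was 609 without HeJ 48 h replicate 2 and 636 without HeJ 48 h replicate 1. Of 98 named genes that passed 67 did so in every alternative run. Of 20 lists 9 held with an estimated correlation.

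Between 24 and 48 h of ozone, which lie within 1 code series in each strain, cell cycle transcripts rose in OuJ. All 12 genes that passed there were higher at 48 h. The securin Pttg1 rose by 1.29 ± 0.13, adjusted p = 1.41e-05, and the ubiquitin-conjugating enzyme Ube2c by 1.78 ± 0.20, adjusted p = 1.96e-05. The spindle midzone protein Prc1 rose by 1.32 ± 0.18, adjusted p = 0.000388, cyclin Ccnb2 by 1.73 ± 0.25, adjusted p = 0.000762 and Mki67 by 1.75 ± 0.27, adjusted p = 0.00238. The cell cycle list rose in 6 of 24 cases (21 adjusted over the list alone, median 0.77, adjusted p = 5.66e-37). The endothelial list moved down with no member past the test over all genes and 5 of 20 lower adjusted over the list alone (median -0.20, adjusted p = 1.31e-05). The count of 12 was 6 without OuJ 48 h replicate 1 and 22 without OuJ 24 h replicate 3. The split was 11 higher and 10 lower after median centring and 12 and 3 after quantile normalization.

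**Figure D4:**
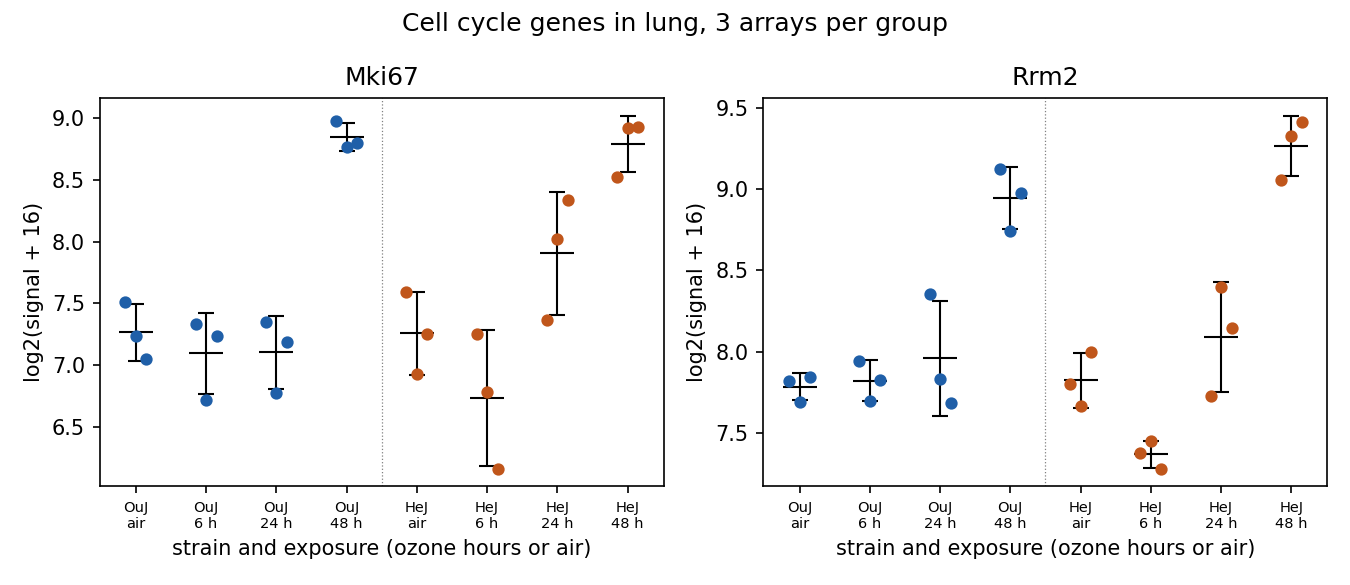
Levels of Mki67 and Rrm2, log2(signal + 16), in the 8 groups, where points are the 3 arrays and bars the mean ± SD. In OuJ Mki67 lay between 6.77 and 7.35 after 24 h and between 8.76 and 8.98 after 48 h, and in HeJ between 7.36 and 8.34 and between 8.53 and 8.93.

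In HeJ, 438 genes differed between 48 and 24 h, 210 higher and 228 lower. Higher at 48 h were the epithelial keratin Krt8 (0.75 ± 0.11, adjusted p = 0.00116) and the endoplasmic reticulum protein Ckap4 (0.92 ± 0.14, adjusted p = 0.00118). So were Rrm2 (1.17 ± 0.18, adjusted p = 0.00124) and Saa3 (1.67 ± 0.30, adjusted p = 0.00353). Lower were the lipid droplet protein Hilpda (-1.34 ± 0.20, adjusted p = 0.0013) and the endothelial adhesion molecule Pecam1 (-0.57 ± 0.10, adjusted p = 0.00353). Another was the glucocorticoid-responsive kinase Pdk4 (-1.83 ± 0.35, adjusted p = 0.00384). The cell cycle list rose in 5 of 24 cases (median 0.54, adjusted p = 1.18e-09; adjusted p = 0.0831 with an estimated correlation). The unfolded protein response rose in 7 of 21 (median 0.42, adjusted p = 1.16e-06; adjusted p = 0.198 with an estimated correlation). Cholesterol synthesis rose in 4 of 14 (median 0.33, adjusted p = 0.000185; adjusted p = 0.198 with an estimated correlation). Glucocorticoid-responsive genes fell in 9 of 17 (median -0.92, adjusted p = 2.9e-09; adjusted p = 0.231 with an estimated correlation). Endothelial markers fell in 6 of 20 (median -0.30, adjusted p = 8.46e-08). Median centring gave 217 higher and 148 lower, and the Gapdh ratio as a covariate 86 genes. The count was 104 without HeJ 24 h replicate 1 or replicate 3 and 647 without HeJ 24 h replicate 2. It was 274, 141 and 171 without HeJ 48 h replicate 1, 2 or 3. Without the arrays with suffixed codes it was 1, so none of the 61 named genes that passed here did so in every alternative run.

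In air, the strains differed in 62 genes, 31 higher and 31 lower in OuJ than in HeJ, and Tlr4 was not among them. Its signal was 221 ± 29.2 in OuJ and 228 ± 15.6 in HeJ (SD, n = 3), a difference of -0.05 ± 0.17, adjusted p = 0.929. Since the HeJ allele is known as a missense variant, this level does not check the strain labels. OuJ had higher levels of Fancl, a ubiquitin ligase of DNA crosslink repair (1.27 ± 0.11, adjusted p = 7.48e-08), and of the coatomer subunit Copz2 (1.45 ± 0.15, adjusted p = 2.04e-06). Lower in OuJ were Nme7, a nucleoside diphosphate kinase family member (-1.85 ± 0.15, adjusted p = 5.99e-08), and the membrane protein Cystm1 (-1.70 ± 0.14, adjusted p = 5.99e-08). The endosomal factor Ppp1r21 (-1.41 ± 0.14, adjusted p = 6.84e-07) was lower too, and so was the Y-linked initiation factor Eif2s3y (-1.07 ± 0.14, adjusted p = 7.21e-05). Marco was lower in OuJ air at a signal of 37.0 ± 22.4 against 184 ± 55.8 in HeJ (SD, n = 3), a difference of -1.95 ± 0.42, adjusted p = 0.0269. This call was lost without OuJ air replicate 1 or 3 or HeJ air replicate 1 or 2 and under 5 other alternatives, with adjusted p up to 0.364. No gene list passed, the lowest being adjusted p = 0.0552 for the acute phase list. The count was 19, 29 and 41 without OuJ air replicate 2, 1 or 3 and 20 without HeJ air replicate 2, and 8 with the Gapdh ratio as a covariate. It was 97 with the replicate number as a block, 99 with the mean of probe sets, 204 with array weights and 215 over all probe sets. Of 24 named genes the 6 named first here, Fancl to Eif2s3y, passed in every alternative run.

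Averaged over air and the 3 ozone times, 1581 genes differed between the strains, 631 higher and 950 lower in OuJ. At the ozone times after the first, OuJ and HeJ arrays lie in different code series. The average therefore cannot separate a strain difference from a shift between those series. There were 467 higher and 1255 lower after median centring. The mean of probe sets gave 838 higher and 866 lower, and all probe sets 1502 higher and 1369 lower. The excess of lower genes therefore depended on the processing. Fancl (1.48 ± 0.05, adjusted p = 3.34e-15) and Nme7 (-1.87 ± 0.07, adjusted p = 8.45e-15) had the smallest p-values in each direction. Marco was lower in OuJ (-1.99 ± 0.21, adjusted p = 1.11e-06), as were Eln (-1.08 ± 0.11, adjusted p = 9.82e-07) and the growth factor Hbegf (-1.21 ± 0.09, adjusted p = 1.18e-09). The small heat shock protein Hspb1 was higher (0.89 ± 0.14, adjusted p = 0.000111). The heat shock list was higher in OuJ in 16 of 21 cases (21 adjusted over the list alone, median 0.41, adjusted p = 4.38e-12; adjusted p = 0.386 with an estimated correlation). The clock list was higher in 7 of 13 with 2 lower (median 0.36, adjusted p = 0.000174; adjusted p = 0.0613 with an estimated correlation). None of the 8 lists that passed held with an estimated correlation. Tlr4 differed by 0.01 ± 0.08, adjusted p = 0.924. With the Gapdh ratio, which differed between the strains, as a covariate 102 genes passed. Of 105 named genes 30 passed in every alternative run.

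Whether the strain with a deficient Tlr4 responds differently was asked with the strain difference of the changes. The strains differed in 62 genes in air, Tlr4 not among them, so a different response could not be assigned to Tlr4. The response to ozone differed between the strains in 1 gene at 6 h, 1 at 24 h and 0 at 48 h by limma's interaction test. In these tests 461, 626 and 658 genes had an unadjusted p under 0.05. The count at 48 h was 11 in a fit on only the groups compared and 10 with array weights. At 6 h Npr3 rose more in OuJ, by 2.05 ± 0.31, adjusted p = 0.00764. Its signal went from 657 ± 89.7 to 2518 ± 886 in OuJ and from 1412 ± 261 to 1264 ± 435 in HeJ (SD, n = 3). At 24 h Xpo5, the exporter of microRNA precursors, differed by -0.95 ± 0.16, adjusted p = 0.0497. Its signal went from 434 ± 11.3 to 332 ± 26.1 in OuJ and from 298 ± 45.2 to 450.0 ± 12.1 in HeJ (SD, n = 3). At 48 h Coq4, of ubiquinone synthesis, had a difference of -2.06 ± 0.40, adjusted p = 0.16, and did not pass. Neither did the Notch ligand Dll1 (0.89 ± 0.18, adjusted p = 0.16) or the clock gene Per2 (1.90 ± 0.41, adjusted p = 0.16). Hspa1b differed by 0.89 ± 0.87, adjusted p = 0.857 at 24 h and 0.53 ± 0.87, adjusted p = 0.933 at 48 h. Hsph1 differed by 1.85 ± 0.56, adjusted p = 0.336 and 1.60 ± 0.56, adjusted p = 0.384, and Marco by 0.11 ± 0.60, adjusted p = 0.981 and -0.66 ± 0.60, adjusted p = 0.831. The heat shock list was higher in OuJ relative to HeJ at 24 h (median 0.89 over 21 members, 0 past the test over all genes and 9 adjusted over the list alone, adjusted p = 3.16e-13; adjusted p = 0.484 with an estimated correlation). It was higher at 48 h too (median 0.61, adjusted p = 2.25e-08; adjusted p = 0.343 with an estimated correlation). Circadian clock genes were too, at 24 h (median 0.55 over 13 members, 7 higher and 2 lower adjusted over the list alone, adjusted p = 0.000292; adjusted p = 0.0756 with an estimated correlation). At 48 h their median was 0.90, with 9 higher and 1 lower adjusted over the list alone (adjusted p = 1.73e-07). This 48 h result was the only one of the 24 interaction lists that passed to hold with an estimated correlation. At 48 h red cell markers (median 0.92, adjusted p = 0.000149; adjusted p = 0.197 with an estimated correlation) were higher in OuJ relative to HeJ. Cholesterol synthesis genes (median -0.33, adjusted p = 0.000159; adjusted p = 0.197 with an estimated correlation) were lower in OuJ relative to HeJ. The Npr3 call was lost without HeJ air replicate 1 and under 3 other alternatives, among them a fit with the suffixed arrays left out, its change ranging from 1.64 to 2.38 and its adjusted p reaching 0.534. That of Xpo5 was lost without any 1 array of OuJ air or HeJ 24 h, without OuJ 24 h replicate 1 or 3, without HeJ air replicate 3 and under 9 other alternatives, with adjusted p up to 0.42. The change between 24 and 48 h differed between the strains in 0 genes by limma, with 885 at an unadjusted p under 0.05. The 5 genes with the smallest p included the netrin Ntn1 (-0.72 ± 0.14, adjusted p = 0.106) and the hydroxylase Cyp7b1 (-1.58 ± 0.32, adjusted p = 0.106). In that comparison 12 lists passed and none held with an estimated correlation.

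**Figure D5:**
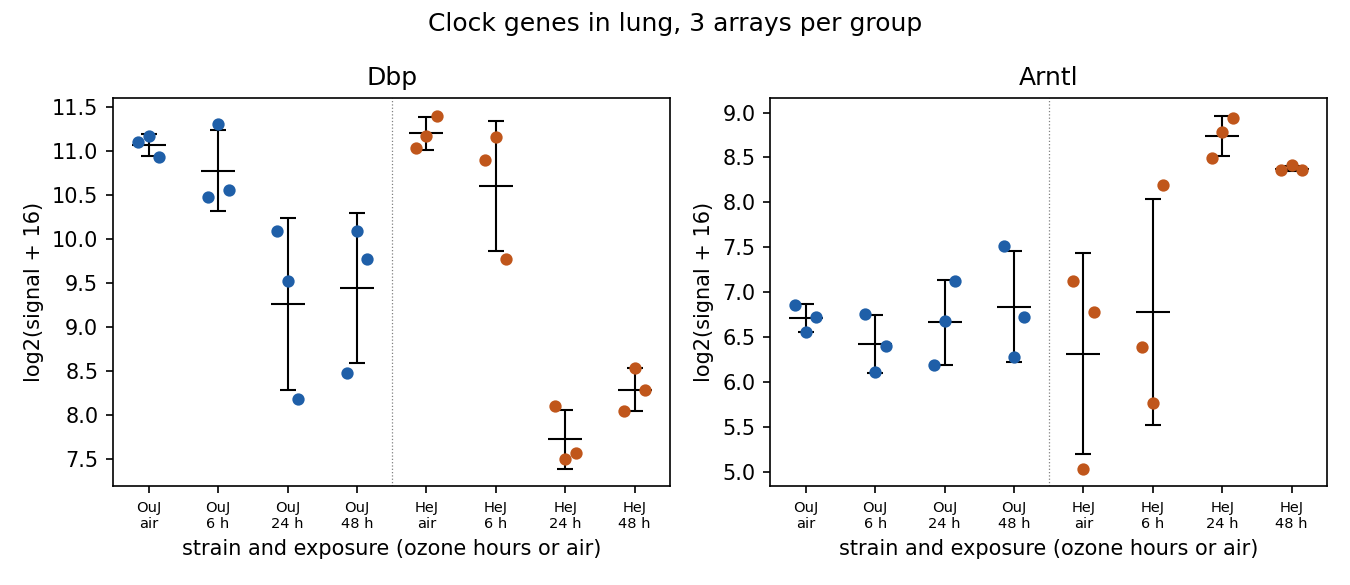
Levels of Dbp and Arntl, log2(signal + 16), in the 8 groups, where points are the 3 arrays and bars the mean ± SD. In HeJ Dbp lay between 11.03 and 11.40 in air and between 7.50 and 8.10 after 24 h, and Arntl between 5.04 and 7.13 in air and between 8.49 and 8.94 after 24 h.

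The changes of the strains were also set side by side across genes, which are not independent replicates and were measured against different air arrays. Pearson r between the OuJ and HeJ changes was 0.294 at 6 h, 0.596 at 24 h and 0.624 at 48 h over 8008 genes, and Spearman's rho 0.210, 0.479 and 0.512. At 24 h 99 genes rose in both strains and 109 fell in both, where independent lists of these sizes share 7.96 and 10.8. By limma 0 genes passed in opposite directions. At 48 h 168 genes rose in both and 153 fell in both against 16.8 and 21.7, and 2 genes moved in opposite directions. Saa3, Timp1 and Ccl17 were among the genes higher in both strains at 24 and 48 h, and Cd79a and Ighv14-2 among those lower. No direction shared by the strains tests whether their changes were equal.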

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

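The tests of 1 array, RNA quality, clock phase and code series for the heat shock and clock patterns, with the test of dilution for the B cell markers, were chosen only after the result was seen. The splits and the remaining tests here were chosen before it.

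Npr3, the clearance receptor of natriuretic peptides, stood out because its change at 6 h differed between the strains by 2.05 ± 0.31 (adjusted p = 0.00764 by limma, 3 arrays per group), as it rose in OuJ and not in HeJ. It was the 1 gene past the test. Of 100 splits of the same arrays 13 gave at least 1 gene, the highest other 25, so chance cannot be excluded by them. Where a split exchanges strain unevenly between exposures, a strain difference shared by the exposures can appear as a difference of changes. The high counts are therefore not a clean measure of chance. What the high splits share was not tested.

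Xpo5, the exporter of microRNA precursors, stood out at 24 h, where the strains differed by -0.95 ± 0.16 (adjusted p = 0.0497 by limma, 3 arrays per group) as its signal was lower than in air in OuJ and higher in HeJ. Of 100 splits 12 gave at least the 1 gene found, and the highest other gave 20. Chance cannot be excluded here either, and the splits have the same limit. At 48 h limma gave 0 genes with 658 at an unadjusted p under 0.05; all 100 splits reach a count of 0 by construction (highest other 71), so the splits test nothing there. The change from 24 to 48 h also gave 0 genes, with 885 at an unadjusted p under 0.05; all 100 splits again reach it by construction (highest other 207).

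The circadian clock list stood out because its change at 48 h differed between the strains by a median of 0.90 over 13 members and held with an estimated correlation (camera adjusted p = 1.73e-07 and 0.00495). In HeJ, Dbp fell by 3.48 at 24 h and fell by 2.92 at 48 h on the log2 scale while Arntl rose by 2.42 and 2.06. In OuJ Dbp fell by 1.81 at 24 h, a call lost without OuJ 24 h replicate 3 (-1.27, adjusted p = 0.0702), and by 1.63 at 48 h (adjusted p = 0.0128), a call lost without OuJ 48 h replicate 1 (-1.14, adjusted p = 0.1). The strain difference of Dbp did not pass at 24 h (1.67 ± 0.57, adjusted p = 0.456) or 48 h (1.29 ± 0.57, adjusted p = 0.547). With strain exchanged within exposures, 3 of 100 splits, the real one among them, gave a median as large at 48 h (highest other 0.96). This share is just under 0.05 and is not adjusted for the other lists and times tested by splits. Chance is therefore not firmly excluded at 48 h. At 24 h only the real split gave a median as large, 1 of 100, by a narrow margin (0.5543, highest other 0.5538). The list lost its call there with an estimated correlation (adjusted p = 0.0756).

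Whether lower RNA quality in HeJ was a source of the clock pattern stays undecided. At 24 h the Gapdh ratio as a covariate did not shrink the pattern with all arrays, but its effect on the list median rested on 1 array. At 24 h the log2 Gapdh 5' to 3' ratio rose by 0.41 ± 0.15 in HeJ and 0.01 ± 0.15 in OuJ. With it as a covariate the list median was 0.63 instead of 0.55. The strain difference of genes that peak opposite to Dbp minus the Dbp group was -2.93 ± 0.84 instead of -2.42 ± 0.78 (log2 ± SE). Without HeJ 24 h replicate 1 the ratio rose by 0.24 ± 0.14 and the covariate hardly moved the median (0.655 from 0.657). That strain difference was then -2.95 ± 0.87 with the covariate and -2.70 ± 0.83 without. At 48 h the ratio had risen by 0.08 ± 0.15 in each strain while the list median differed by 0.90. The covariate, which gave 0.90, therefore tests nothing at 48 h. With all arrays the strain difference of the opposite genes minus the Dbp group was smaller at 48 h, at -1.55 ± 0.78 (log2 ± SE). It was 0.83 ± 0.34 for the Dbp group alone and -0.73 ± 0.49 for the opposite genes alone. RNA quality beyond this ratio was not tested. If the tissue had been taken at another clock phase than the air arrays, genes that peak opposite to Dbp would move up as the Dbp group moves down, and in HeJ the difference between these sets was 3.44 ± 0.55 at 24 h and 2.82 ± 0.55 at 48 h (log2 ± SE), against 1.01 ± 0.55 and 1.27 ± 0.55 in OuJ. A time of collection that differed between the groups may therefore be the source, as may an effect of ozone or strain on the clock itself, and this test does not separate them; nor can a shift between code series be told apart, because the 2 series that hold the 24 and 48 h arrays hold no air arrays.

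The larger rise of heat shock genes in OuJ than in HeJ at 24 h had a list median of 0.89. With strain exchanged within exposures 4 of 100 splits gave one as large (highest other 1.07), a share just under 0.05. The list lost its call with an estimated correlation (adjusted p = 0.484), so chance is not firmly excluded at 24 h. At 48 h the median was 0.61 and 6 of 100 splits gave one as large (highest other 0.74), so chance cannot be excluded. The mean difference of the list at 24 h was 0.85 ± 0.37 (log2 ± SE, 3 arrays per group). It was 0.42 ± 0.23 without OuJ 24 h replicate 3 and 0.49 ± 0.36 with the Gapdh ratio as a covariate. At 24 h that array and RNA quality may thus each account for part of it, and the values decide between neither. At 48 h the mean difference was 0.69 ± 0.37, of which that array is no part, and 0.69 ± 0.32 with the covariate. The ratio had risen alike in both strains at 48 h, so the covariate tests nothing there. A shift between the 2 code series of the 24 h arrays cannot be told apart, since neither holds air arrays, and a strain effect on the heat shock response stays open.

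The fall of B cell markers at 24 and 48 h in both strains was the last pattern weighed. With an estimated correlation the list kept its call at 24 h in OuJ and lost it at 48 h in OuJ and at both times in HeJ. Dilution by RNA of other cells is argued against, because it lowers the markers of all other resident cells alike, while of the 3 lists compared (endothelial, alveolar type 1 and smooth muscle markers) the last lay at least 1.01 above the B cell median on the log2 scale in all 4 comparisons (0.13, 0.02, 0.25 and 0.07 against -1.51, -0.999, -1.02 and -0.94). Lymphoid tissue that varied from lobe to lobe within groups is argued against by the spread there, since the smallest of the 4 shifts was 3.30 times the pooled SD of 0.27. That spread cannot show a share of lymphoid tissue that differed between the air lobes and those of 24 and 48 h, which stays open. A glucocorticoid response of the animals might lower B cell transcripts, and the deviations of these lists from their group means correlated at r = -0.33 over 24 arrays (two-sided permutation p = 0.129 from 100000 resamples, 1 relation tested; rho = -0.206, p = 0.431; r = -0.367 without the 2 farthest arrays), which leaves it open. Loss of B cells from the lung after ozone also stays open, and code series cannot be told apart from it. T and NK cell markers fell in the same 4 comparisons (medians -0.98, -0.62, -0.65 and -0.87). With an estimated correlation they lost their call at 48 h in OuJ and 24 h in HeJ. The median of the 4 red cell markers was lower in all but OuJ at 48 h (-0.43, -0.55 and -1.02). Their calls at 24 h were lost under the filter on the mean (camera adjusted p = 0.082 in OuJ and 0.0661 in HeJ). In HeJ they were also lost with an estimated correlation at both times. The fall was thus not particular to B cells at 24 h in OuJ and 48 h in HeJ, where the T and NK calls held.

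Probe sets outside the gene tests, with several symbols or none, also showed a signal. Of 1023 kept, 68 passed at 24 h in OuJ, 75 at 48 h in OuJ, 76 at 24 h in HeJ and 119 at 48 h in HeJ. They are not assigned to genes here.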

How the results depend on the processing

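Of the tests reported here, the Gapdh ratio as a covariate and the alternatives for the gene lists were chosen only after the result was seen. Of 519 named gene results that passed, 260 did so under every alternative other than leaving out 1 array, and 0 changed direction. Of 163 list results that passed with camera's preset correlation, 32 held with an estimated correlation and 94 with fry. Camera's direction was reversed in 5 cases: with the suffixed arrays left out, the median at 6 h in HeJ was -0.063 for cardiac and skeletal muscle markers and -0.13 for adipose markers, the latter ranging from -0.16 without HeJ 6 h replicate 2 to 0.54 without 1 other array. The strain difference at 6 h was -0.013 for alveolar type 2 cell markers after quantile normalization and ranged from -0.15 without HeJ 6 h replicate 1 to 0.79 without 1 other array for glucocorticoid-responsive genes. List medians changed sign in 15 cases, 4 of them among these; with the filter on the mean, which left 5 of 8 cytokines and chemokines, theirs became -0.06 at 24 h and -0.08 at 48 h in OuJ and -0.14 at 24 h in HeJ.

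Counts of genes that moved by over 1.5 times, relative to 11 (OuJ 6 h), 526 (OuJ 24 h), 633 (OuJ 48 h), 3 (HeJ 6 h), 569 (HeJ 24 h), 970 (HeJ 48 h), 1, 1 and 0 (strain difference at 6, 24 and 48 h), 12 and 438 (48 against 24 h in OuJ and HeJ), 0 (its strain difference), 62 (strains in air) and 1581 (strains averaged), were as follows. Quantile normalization gave HeJ 6 h 0 and the 24 h strain difference 0. Median centring gave OuJ 6 h 38, the 24 h strain difference 0 and OuJ 48 against 24 h 21; it moved the median of all genes by over 0.1 only for the strain difference of 48 against 24 h (-0.10 instead of 0.01). A pseudocount of 64 gave HeJ 6 h 1, the 24 h strain difference 0 and the strain difference of 48 against 24 h 2, and a pseudocount of 1 moved no count. Without the filter OuJ 6 h had 7, HeJ 6 h 0 and the 24 h strain difference 0. The filter on the mean gave the latter 0 and OuJ 48 against 24 h 3. The mean of probe sets gave OuJ 6 h 17 and the strains in air 99. All probe sets, more features than genes, gave OuJ 6 h 18, the 24 h strain difference 0, HeJ 48 against 24 h 753, the strains in air 215 and averaged 2871. Without the intensity trend OuJ 48 against 24 h had 19 and its strain difference 3. A fit on only the groups compared, with fewer arrays for the variance, gave OuJ 6 h 5, HeJ 6 h 0, HeJ 24 h 364, the strain differences 0, 0 and 11, OuJ 48 against 24 h 6, HeJ 200 and their difference 6. With the suffixed arrays left out OuJ 6 h had 7, HeJ 6 h 0, HeJ 24 h 41, the 6 h strain difference 0, HeJ 48 against 24 h 1, its strain difference 1 and the strains in air 32, with a lone HeJ 24 h array that is assumed to vary like the other groups. Array weights gave OuJ 6 h 204, OuJ 48 h 1165, HeJ 6 h 7, the 24 h and 48 h strain differences 0 and 10, OuJ 48 against 24 h 27 and the strains in air 204. The Gapdh ratio as a covariate gave OuJ 6 h 18, HeJ 6 h 0, HeJ 24 h 278, the 24 h strain difference 0, HeJ 48 against 24 h 86, the strains in air 8 and averaged 102. Code series 3 alone gave OuJ 6 h 6, HeJ 6 h 0 and the 6 h strain difference 0, series 10 gave OuJ 48 against 24 h 6 and series 13 HeJ 48 against 24 h 200. Beyond the fewer arrays or added features named, the cause was not tested.

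Without 1 array each, the counts ranged from 3 to 128 (OuJ 6 h), 243 to 415 (OuJ 24 h), 286 to 540 (OuJ 48 h), 0 to 59 (HeJ 6 h), 335 to 628 (HeJ 24 h), 609 to 694 (HeJ 48 h), 0 to 3, 0 to 3 and 0 to 2 (strain differences), 6 to 22 and 104 to 647 (48 against 24 h in OuJ and HeJ), 0 to 16 (its strain difference), 19 to 59 (strains in air) and 1360 to 1631 (averaged).

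The replicate numbers were not taken as pairs, since only 9 of 84 same-numbered pairs of different groups had a correlation of deviations above 0.1. Their median was 0.0278 against -0.0170 for different numbers, and 16 of 24 arrays, where chance gives 8, correlated best with their own number, a hint of pairing from the data and not the design. With the replicate number as a block the counts were 35 at 6 h in OuJ and 97 for the strains in air, and no other count moved by over 1.5 times.

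Of the gene results, quantile normalization left 560 of 573 on their side of the threshold, median centring 549, a pseudocount of 64 564, the mean of probe sets 550 and the suffixed arrays left out 403, with 166 weaker. The correlations between the strains' changes, run under 2 alternatives, kept their size after quantile normalization and moved over the 14, 887 and 1280 genes that passed in either strain (0.352, 0.786 and 0.779), genes chosen for their change. Signals near background limit small changes: 8.69% to 11.7% of an array's probe sets lay below 16.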

Other observations

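None of the tests in this part was chosen after the result was seen. Krt8, a keratin of simple epithelia, rose at 24 h (0.75 ± 0.11, adjusted p = 0.000221 in OuJ; 0.59 ± 0.11, adjusted p = 0.00202 in HeJ) and at 48 h (1.15 ± 0.11, adjusted p = 9.76e-07; 1.35 ± 0.11, adjusted p = 4.16e-08), with signals at 48 h of 5496 ± 272 and 7421 ± 1010.0 against 2468 ± 144 and 2904 ± 368 in air (SD, n = 3). The cornified envelope precursor Sprr1a rose in OuJ too (1.78 ± 0.27, adjusted p = 0.000258 at 24 h; 1.86 ± 0.27, adjusted p = 0.000147 at 48 h). Cirbp, a cold-inducible RNA-binding protein, fell at 24 h (-1.21 ± 0.19, adjusted p = 0.000461 in OuJ; -0.71 ± 0.19, adjusted p = 0.0265 in HeJ) as well as at 48 h. For the strain difference at 48 h Krt8 gave -0.20 ± 0.16, adjusted p = 0.817 and Cirbp 0.30 ± 0.27, adjusted p = 0.833, and neither passed. No alternative was run for the values of Krt8 against air, of Sprr1a in OuJ or of Cirbp at 24 h.

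The antioxidant peroxidase Gpx2 rose in both strains (0.85 ± 0.14, adjusted p = 0.00045 in OuJ and 0.62 ± 0.14, adjusted p = 0.00599 in HeJ at 24 h, the latter lost under 1 alternative), as did Retnla at 48 h (2.91 ± 0.36, adjusted p = 2.57e-05; 2.26 ± 0.36, adjusted p = 0.000313). The tetraspanin Cd37, abundant in B cells, fell (-1.89 ± 0.36, adjusted p = 0.00173 in OuJ at 24 h; -1.40 ± 0.36, adjusted p = 0.0117 in HeJ at 48 h). The mucin Muc5b differed from air by -0.07 ± 0.29, adjusted p = 0.93 in OuJ and -0.13 ± 0.29, adjusted p = 0.835 in HeJ at 48 h and did not pass.

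Each count was set against other splits of the same arrays. Splits of 3 arrays against 3 are too few, at 10, for a share under 0.05. The real count and the highest other were 11 and 1 at 6 h in OuJ, 526 and 2 at 24 h and 633 and 1 at 48 h, each reached by 1 split. In HeJ they were 569 and 1 at 24 h and 970 and 1 at 48 h, again by 1 split. At 6 h in HeJ 2 splits reached the real count of 3; the other, with 5, exchanges HeJ air replicate 2 and HeJ 6 h replicate 1, which puts the arrays with suffixed codes together. For 48 against 24 h they were 12 and 11 in OuJ, where the other exchanges OuJ 24 h replicate 3 and OuJ 48 h replicate 2, and 438 and 0 in HeJ, and for the strains in air 62 and 1. For the strains averaged over the exposures 1 of 100 splits reached the real count of 1581, and the highest other gave 3. Chance can be excluded there, but not a shift between code series at the ozone times after the first.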
